A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Genome-wide profiling of soybean WRINKLED1 transcription factor binding sites provides insight into seed storage lipid biosynthesis" (2024).

How the data were processed

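RNA was measured in Arabidopsis thaliana (Col-0) leaf mesophyll protoplasts, which are leaf cells freed of their walls. Cells of the GmWRI1 group received a plasmid in which the cauliflower mosaic virus 35S promoter drives the soybean transcription factor gene GmWRI1-A, and cells of the mCHERRY group received a plasmid expressing a red fluorescent protein as the negative control. RNA was taken after 16 h. Each group had 3 biological replicates, and groups and replicate numbers were taken from the sample titles.

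Per the study's methods, the authors amplified cDNA from a small amount of total RNA, removed ribosomal RNA reads and aligned the remainder to TAIR10 primary transcripts with bowtie, allowing 2 mismatches and keeping reads with a single best location. The deposited count files give raw reads per primary transcript for each library, and transcripts without a read are not listed in them. Genes with near-identical copies, such as members of the ACP, LHCB1 and RBCS families, lose the reads that match several copies equally well, so their counts are uncertain. Strand was not stated to be used. Reads matching the primary transcripts of overlapping genes equally well would be discarded as having several locations. Antisense or unspliced RNA that matches only the neighbour's primary transcript would be counted on that neighbour. GmWRI1-A and mCHERRY are not Arabidopsis transcripts, and their RNA was not analysed here. One line of each count file is marked with an asterisk and names no gene. It was taken here to hold reads with no reported alignment, among them any discarded for multiple locations, although the file itself does not state this. That line made up from 39.4% to 63.3% of the reads in a file and was left out of library sizes and tests.

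The authors also deposited a normalized expression signal table of 15541 transcripts. Each of its columns equalled the deposited counts divided by 1 constant per library, and the constants equalled the TMM effective library sizes recomputed over the same transcripts. All 15541 transcripts were among the 15571 that reached at least 1 CPM (the count scaled to a common library size) in at least 3 libraries. This table was used for an alternative gene set and scaling, chosen after the data were examined, and to look up which transcripts it lists. All per-sample columns were matched to a sample, so 0 were set aside.

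Depth after removal of the line without a gene ranged from 4155836 to 11748328 counts per library. A count of 0 allows up to 3 counts at 95% confidence, which corresponded to 0.255 to 0.722 CPM across the libraries. Such floors and the intervals given for shares cover counting error only, since reads amplified without molecular identifiers are not independent molecules.

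Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10, TMM scaling, glmQLFit and glmQLFTest, group as the only term). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1 were called up-regulated or down-regulated. Log2 fold changes are GmWRI1 over mCHERRY, standard errors were derived from the quasi-likelihood F statistic, and CPM values are TMM-scaled unless stated otherwise. Where all libraries of a group held 3 counts or fewer, the fold was computed against the floor of 3 counts and is given as a lower bound. The 95% confidence of that floor applies to libraries with 0 counts, and where 1 to 3 counts were observed the bound rests on the floor as a convention. The study called genes with edgeR at the same fold and adjusted p-value limits without naming the test, so the exact test and the likelihood ratio test were run as alternatives. On counts simulated from the same genes and library sizes, 193 of 193 genes changed by a log2 of 2 were called and 3 unchanged genes were called among 14558 tested genes. That change is larger than the limit of 1, so recovery of genes near the limit was not tested. Equal numbers of genes were raised and lowered, so scaling where rises outnumber falls was not tested either.

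The 8 lists of genes were written before the data were examined. They covered fatty acid synthesis, triacylglycerol assembly, plastid glycolysis, seed regulators, light harvesting, heat shock, and the genes down-regulated or up-regulated in atwri1-1 mutant embryos. The atwri1 lists came from a separate experiment of the study. When the lists were written, the gene list that the study had drawn from these 6 libraries had been seen among its supplements, so the lists are not blind to it. Homologs of soybean fatty acid and triacylglycerol (FAT) genes came from the study's supplements, sorted by whether the soybean gene was a GmWRI1 direct target. Lists were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, beside fry and camera with an estimated correlation, with Benjamini-Hochberg adjustment over 8 lists (7 for the estimated correlation, which needs more than 1 gene). Lists of jasmonate, oxidative and wound stress, photosystem subunit and BADC genes were written after the first fit and are used only in the closing section. Their camera p-values were adjusted over these added lists only.

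Gene positions, symbols and sequences came from the TAIR10.1 assembly with its RefSeq annotation, and positions are 1-based. The count files carry locus identifiers and no coordinates. Of the 14762 tested genes, 14629 were found among its nuclear genes, and motifs were searched only in those. The AW Box (CNTNGNNNNNNNCG, N being any base) and the CNC Box (CNCCNCC) were searched as exact matches on both strands within 500 bp on either side of the transcription start site (TSS). The search read 400 of 400 simulated windows correctly. Those windows held only A and T outside a planted AW Box, so windows without it could not give a false hit. The CNC Box was not part of that check. Shares of genes were compared with the two-sided Fisher's exact test, and within 20 bins of GC content or mean expression with the Mantel-Haenszel odds ratio. FAT gene medians were compared with a two-sided permutation test over genes with 100000 resamples, and shares of counts between groups with the exact two-sided permutation test, which cannot go below 0.1 with 3 libraries per group. Genes are not independent replicates, so tests over genes describe these libraries. Python 3.11.15, scipy 1.17.1 and statsmodels 0.14.6 were used for these steps.

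The genes named were fixed by a rule before the data were examined. It took WRI1, LEC1 and any seed regulator past the threshold. It also took BCCP2, CAC2, ACP3 and ACP4 with the 5 fatty acid synthesis genes of largest fitted change, and the 5 genes of largest fitted change in each direction whose groups did not overlap and whose higher group had at least 10 counts in every library. Other genes are named only where a count of 5 or fewer called for it or where the text says so, and those were chosen after their values were seen.

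Alternatives fixed before the data were examined covered the edgeR exact and likelihood ratio tests, DESeq2 1.42.0, DESeq2 size factors, library size alone, no expression filter, a filter of at least 1 CPM in at least 3 libraries, a replicate block, removal of organelle genes, other thresholds, matched backgrounds, a 1000 bp window and each library left out in turn.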

Results

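To ask which genes respond when GmWRI1 is supplied to cells that are not making seed oil, RNA from 3 GmWRI1 and 3 mCHERRY protoplast libraries was compared. GmWRI1 is a soybean homolog of WRINKLED1 (WRI1), an AP2-type transcription factor known for its role in seed oil synthesis. The mCHERRY libraries 1, 2 and 3 held 8227115, 6253001 and 4155836 gene counts, and the GmWRI1 libraries 1, 2 and 3 held 11748328, 6962316 and 4950522. Between 18221 and 19595 transcripts had reads in a library, and 21671 had reads in any library. The 20 most abundant genes took 15.4% to 16.7% of counts in each library. The share of reads on the line without a gene, taken as reads with no reported alignment, was 47.7% ± 7.28 (SD, n = 3) in GmWRI1 and 55.0% ± 7.30 (SD, n = 3) in mCHERRY libraries, a difference within the spread between replicates (two-sided exact permutation p = 0.5).

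Libraries of one group resembled each other more than libraries of the other group. Across genes, the Pearson correlation of log2 CPM was 0.980 to 0.987 within groups and 0.907 to 0.933 between them. The first principal component carried 77.0% of the variance and separated the groups, and the second carried 8.05%. Replicates differed by more than sampling noise, with a chi-square per degree of freedom of 3.00 to 7.56 within groups, so none was a copy of another. Chloroplast and mitochondrial genes took 10.95% ± 0.317 (SD, n = 3) of counts in GmWRI1 and 11.47% ± 0.107 (SD, n = 3) in mCHERRY libraries. The difference of -0.515 percentage points had a two-sided exact permutation p of 0.1, the smallest that 3 libraries per group allow. For chloroplast genes alone the difference was -0.472 percentage points (exact permutation p = 0.2).

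Of 14762 tested genes, 1393 (9.44%) were up-regulated and 214 (1.45%) were down-regulated in GmWRI1 relative to mCHERRY libraries (edgeR quasi-likelihood test, adjusted p under 0.05, log2 fold change over 1 in size). The common biological coefficient of variation was 0.0991. The median log2 fold change was 1.66 among up-regulated genes, -1.25 among down-regulated genes and -0.01 among all tested genes. A fitted log2 fold change over 3 was reached by 282 up-regulated genes, whereas 0 down-regulated genes fell below -3 and the lowest value was -2.40. In 1377 up-regulated and 201 down-regulated genes the 3 libraries of one group all lay beyond the 3 of the other. This held for 46.1% of all tested genes, where chance gives 10%. For 124 up-regulated genes the mCHERRY libraries were all at or under the floor of 3 counts, and the lower bound of the fold exceeded 2 in 124 of them. Some of these genes are among the 282, and how many have a bound over a log2 of 3 was not counted. Without the fold limit, 5167 genes passed the adjusted p-value, of which 3017 were higher and 2150 lower. Of the alternatives that kept both limits, leaving out the expression filter moved the up-regulated count most, to 1671 of 21671 genes. Of 122 organelle-encoded genes tested, 0 were up-regulated and 3 were down-regulated, and 108 had a lower fitted value in GmWRI1 libraries, or 104 with library size alone. The 3 were ATCG00600 (log2 fold change -1.70), ATCG01110 (-1.24) and ATCG00520 (-1.06).

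**Figure D1:**
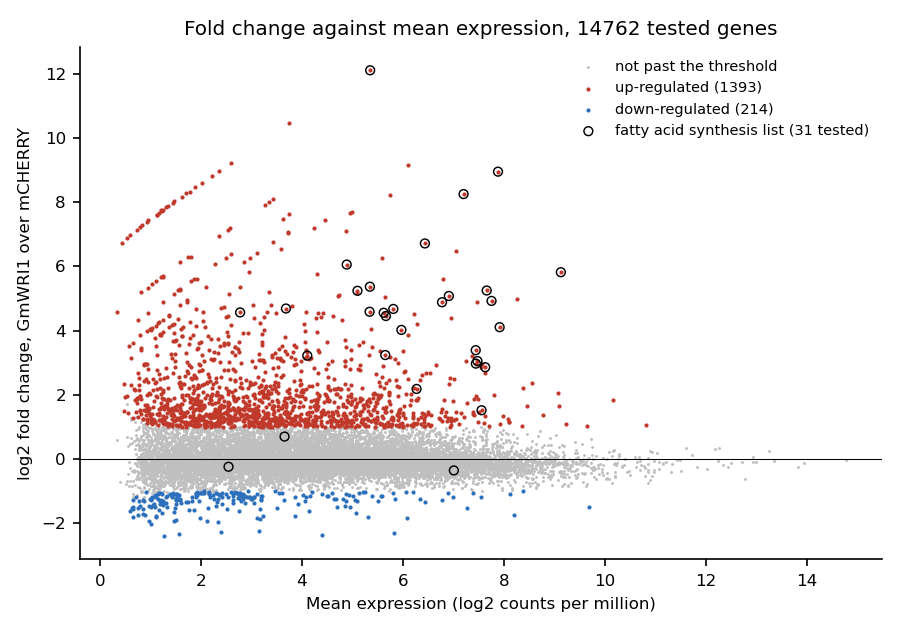
Log2 fold change of GmWRI1 over mCHERRY (vertical axis) against mean expression in log2 CPM (horizontal axis) for the 14762 tested genes, with 1393 up-regulated genes in red, 214 down-regulated genes in blue and the 31 tested fatty acid synthesis genes circled. Up-regulated genes reach a fitted value of 12.11, while no down-regulated gene falls below -2.40; diagonal lines at low expression are genes with few or no mCHERRY counts, whose fitted values are not bounds.

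The transgene is not among the transcripts counted, so its own level is not given here. The endogenous WRI1 gene (AT3G54320, chromosome 3, 20114488 to 20118745) had 22, 13 and 4 counts in mCHERRY libraries and 12, 1 and 11 counts in GmWRI1 libraries. Its log2 fold change of -0.997 (SE 0.55) was within the spread between replicates (edgeR adjusted p = 0.169). Without GmWRI1 replicate 3, which had 11 counts, it was -1.60 with an edgeR adjusted p of 0.0497. Without GmWRI1 replicate 2, which had 1 count, it was -0.50 with an edgeR adjusted p of 0.504. Over the alternatives run for single genes the value ranged from -1.60 to -0.50 and the adjusted p from 0.0497 to 0.509. LEC1 (AT1G21970, chromosome 1, 7727577 to 7729649), a regulator of seed maturation, had 1, 1 and 0 counts in mCHERRY libraries and 28, 10 and 8 counts in GmWRI1 libraries. That is at least 3.38-fold higher against the floor of 3 counts. LEC1 did not pass the expression filter and was not tested in the comparison above. With the filter of at least 1 CPM in at least 3 libraries, its edgeR adjusted p was 0.000203, and with no filter it was 1.65e-05. Of 10 seed regulators listed, 1, WRI1, passed the expression filter, so no statement on the list as a whole was possible at this depth (camera adjusted p = 0.492), and its median changed sign when some single libraries were left out. Without GmWRI1 replicate 2, for example, 2 listed genes were tested and their median was 1.78. With the filter of at least 1 CPM in at least 3 libraries, 4 were tested and their median was -0.00133 (camera adjusted p = 0.943).

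Because WRI1 is known for its control of fatty acid (FA) synthesis, a list of 33 genes from plastid pyruvate dehydrogenase to the acyl-ACP thioesterases was examined. Of 31 tested, 28 were up-regulated and 0 were down-regulated, and the same 28 and 0 were obtained adjusted over the list alone. The median log2 fold change was 4.56 and 29 genes were higher in GmWRI1 libraries. With ACP5, the 1 gene at the floor, set to its bound, the median was again 4.56. The camera adjusted p was 7.88e-193, with 3 of 3 GmWRI1 libraries beyond every mCHERRY library. The 3 tested genes that were not up-regulated were ACP4, DES3 (log2 fold change -0.25) and FATB (-0.36). FATB passed the adjusted p limit (edgeR adjusted p = 0.00469) but not the fold limit, and DES3 passed neither (edgeR adjusted p = 0.479). Over the alternatives run for the lists, the median ranged from 4.46 to 4.67, and the lowest value came from a fit that left out 1 library.

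BCCP2, CAC2, ACP3 and ACP4, whose soybean counterparts the study assayed with reporter constructs, were followed individually. BCCP2 (AT5G15530, chromosome 5, 5038563 to 5040840), a subunit of acetyl-CoA carboxylase, averaged 55.5 ± 5.18 (SD, n = 3) CPM in GmWRI1 and 0.885 ± 0.319 (SD, n = 3) in mCHERRY libraries, a log2 fold change of 6.06 (SE 0.22, edgeR adjusted p = 2.93e-15). CAC2 (AT5G35360, chromosome 5, 13584104 to 13588496), another subunit, averaged 207.6 ± 17.7 and 7.16 ± 0.849 CPM (SD, n = 3), a log2 fold change of 4.88 (SE 0.13, edgeR adjusted p = 1.33e-17). The acyl carrier protein gene ACP3 (AT1G54630, chromosome 1, 20401357 to 20403166) rose by 3.05 (SE 0.10, edgeR adjusted p = 9.93e-16), from 37.8 ± 2.12 to 313.8 ± 27.0 CPM (SD, n = 3). ACP4 (AT4G25050, chromosome 4, 12870006 to 12871564) rose by 0.70 (SE 0.18, edgeR adjusted p = 0.00375), from 9.30 ± 0.565 to 15.1 ± 1.35 CPM (SD, n = 3), and stayed under the fold limit. Acyl carrier protein genes are close paralogs, so their unique counts are uncertain.

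The 5 FA synthesis genes of largest fitted change were ACP5, EMB3003, ACP1, LTA2 and BCCP2. ACP5 (AT5G27200, chromosome 5, 9571185 to 9572213) had 0, 0 and 0 counts in mCHERRY libraries and 884, 705 and 304 in GmWRI1 libraries, at least 147-fold higher. EMB3003 (AT1G34430, chromosome 1, 12587726 to 12590223), which encodes an acetyltransferase component of pyruvate dehydrogenase, went from 0.951 ± 0.203 to 465.8 ± 53.8 CPM (SD, n = 3), a log2 fold change of 8.95 (SE 0.18, edgeR adjusted p = 3.06e-19). ACP1 (AT3G05020, chromosome 3, 1391632 to 1392954) had a log2 fold change of 8.25 (SE 0.21, edgeR adjusted p = 7.07e-18), and LTA2 (AT3G25860, chromosome 3, 9460433 to 9463013) of 6.71 (SE 0.18, edgeR adjusted p = 2.19e-17). In each of these genes every GmWRI1 library lay above every mCHERRY library.

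**Figure D2:**
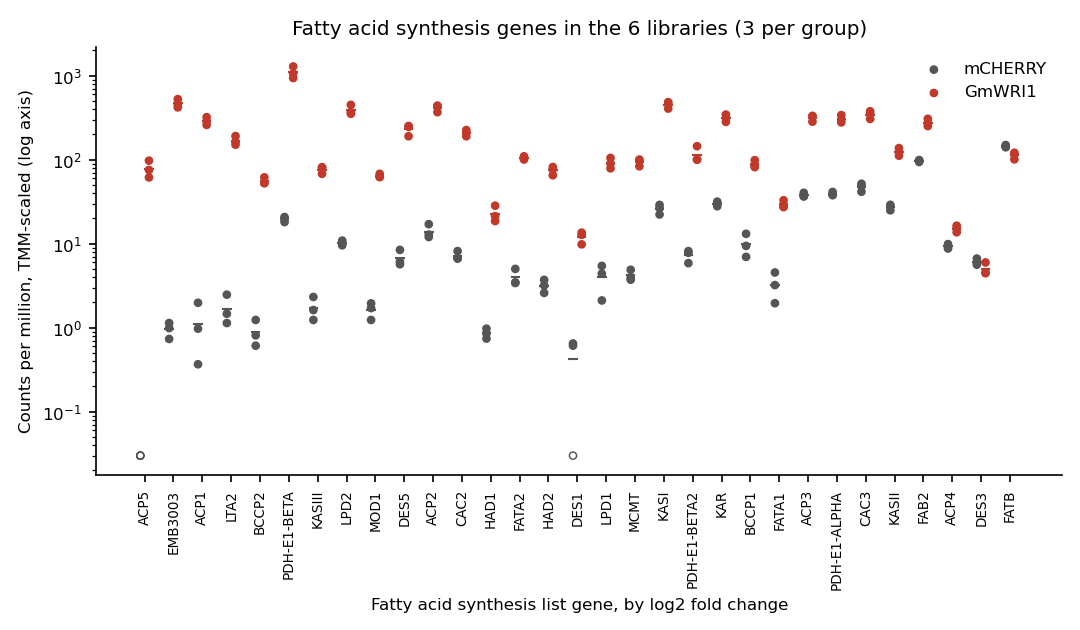
CPM on a log axis for the 31 tested FA synthesis genes in the 3 mCHERRY (grey) and 3 GmWRI1 (red) libraries, with short lines for group means and open circles at the bottom of the plot for libraries with 0 counts. The groups are apart in the 28 up-regulated genes, and the GmWRI1 means of DES3 and FATB lie below the mCHERRY means.

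Genes that act before and after FA synthesis were compared in the same way. The plastid glycolysis list had a median log2 fold change of 1.89, with 10 of 16 tested genes up-regulated and 0 down-regulated (camera adjusted p = 4.75e-32). The triacylglycerol (TAG) assembly list had a median of 0.69, with 5 of 12 tested genes up-regulated and 0 down-regulated (camera adjusted p = 2.06e-05). The 5 were FAD3 (4.38), ROD1 (1.77), DGAT2 (1.38), LACS9 (1.18) and FAD2 (1.09), in log2 fold change. The 4 tested genes that were lower were PAH2 (-0.43), DGAT3 (-0.29), DGAT1 (-0.26) and PDAT1 (-0.07), in log2 fold change. PAH2 passed the adjusted p limit (edgeR adjusted p = 0.000747) but not the fold limit. DGAT1 (edgeR adjusted p = 0.0571) did not pass the adjusted p limit, although every GmWRI1 library lay below every mCHERRY library. Counts of calls adjusted over the list alone were 10 and 5. For comparison, 20 light harvesting and 13 heat shock genes were examined as lists outside lipid synthesis. The light harvesting list had a median of 0.66, with 18 of 18 tested genes higher and 4 up-regulated (LHCB4.3, LHCB2.1, LHCB6 and LHCA2; camera adjusted p = 0.000235). Its LHCB1 members share reads and are uncertain. The heat shock list had a median of -0.88, with 8 of 8 tested genes lower and 3 down-regulated (HSP17.4, HSP17.6 and HSP17.6A; camera adjusted p = 0.000665). Adjusted over the list alone, the counts were again 4 and 3. In these 4 lists, 3 of 3 GmWRI1 libraries lay beyond every mCHERRY library.

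To relate the response to loss of WRI1 function, the genes down-regulated in atwri1-1 embryos were examined. Among the tested genes of this list, 385 were up-regulated, 10 were down-regulated and 774 were higher in GmWRI1 libraries, and the median log2 fold change was 0.82 (camera adjusted p = 2.31e-45). Adjusted over the list alone, 388 were up-regulated and 10 down-regulated. With 49 genes at the floor set to their bound, the median was again 0.82. Up-regulated genes made up 41.3% of the list and 7.29% of other tested genes, and 87.9 were expected in the overlap. The odds ratio was 8.95 (95% interval 7.72 to 10.4, Fisher's exact p = 1.77e-163). Of the alternatives, matching on mean expression moved it most, to 9.62 (8.27 to 11.2). The 301 genes up-regulated in the mutant gave 118 tested genes with a median of -0.25, 78 of them lower (camera adjusted p = 0.0148). Of these, 11 were up-regulated and 4 (AGO3, AT3G28580, IQD13 and AGL62) were down-regulated, also when adjusted over the list alone. Lists overlapped, since 27 of the 31 FA synthesis genes, 8 of the 16 plastid glycolysis genes and 16 of the 18 light harvesting genes were also on the atwri1 down list.

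With fry, the adjusted p-value was under 0.05 for the same 7 lists that passed with camera, from 0.000128 for FA synthesis and plastid glycolysis to 0.0444 for heat shock. With an inter-gene correlation estimated from the data, it was 0.00866 for FA synthesis, 0.0164 for plastid glycolysis and 0.0319 for the atwri1 down list. It was 0.0584 for TAG assembly, 0.0599 for light harvesting and for the atwri1 up list, and 0.224 for heat shock, so those 4 lists did not pass under that setting.

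**Figure D3:**
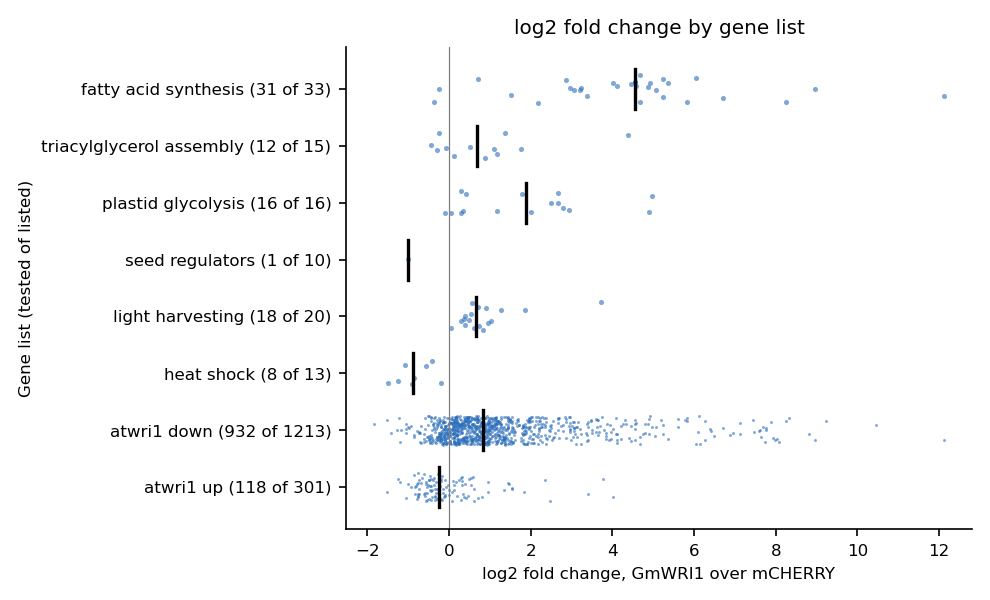
Log2 fold change of GmWRI1 over mCHERRY (horizontal axis) for each tested gene (points) of the 8 lists fixed in advance, with the list median as a black bar and the number tested of those listed at the left. Medians run from 4.56 for FA synthesis to -0.88 for heat shock among lists with more than 1 tested gene.

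To ask whether binding and coexpression in soybean embryos went with response in leaf cells, Arabidopsis homologs of soybean FAT genes were split into homologs of GmWRI1 direct targets and the others. Homologs of direct targets (64 tested of 71) had a median log2 fold change of 1.81, and 40 were up-regulated. Other homologs (173 tested of 211) had a median of 0.11, and 37 were up-regulated. The difference of 1.70 had a two-sided permutation p of 1e-05, the smallest that the resamples can give. With the FA synthesis list left out, the difference was 0.80 between 42 and 169 genes (permutation p = 0.00028).

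Apart from FA synthesis genes, the largest rises by fitted log2 fold change were in genes with almost no counts in mCHERRY libraries. For such genes only a lower bound of the fold is known, so their order, and their place above genes with measured mCHERRY counts, are not established. HXK3 (AT1G47840, chromosome 1, 17616051 to 17619011) had 241, 218 and 121 counts in GmWRI1 libraries and was at least 47.1-fold higher. ST2A (AT5G07010, chromosome 5, 2174668 to 2176446) was at least 253-fold higher, AT3G23760 (chromosome 3, 8562745 to 8564717) at least 19.9-fold and AT2G34610 (chromosome 2, 14575392 to 14576527) at least 16.9-fold. The largest falls were smaller. AT1G53790 (chromosome 1, 20079081 to 20081464) had a log2 fold change of -2.40 (SE 0.40, edgeR adjusted p = 7.13e-05), and AT5G39730 (chromosome 5, 15901569 to 15902958) of -2.38 (SE 0.18, edgeR adjusted p = 6.18e-10). AT1G17090 (chromosome 1, 5842168 to 5844367) had a value of -2.34 (SE 0.46, edgeR adjusted p = 0.000419). JAZ8 (AT1G30135, chromosome 1, 10596352 to 10597341), a repressor of jasmonate responses, went from 95.8 ± 11.7 to 20.3 ± 8.16 CPM (SD, n = 3), a log2 fold change of -2.30 (SE 0.17, edgeR adjusted p = 6.87e-10). ACA2 (AT2G28210, chromosome 2, 12029666 to 12033096) had a value of -2.27 (SE 0.35, edgeR adjusted p = 2.13e-05).

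The AW Box is the DNA motif known to be bound by WRI1, and the study placed GmWRI1 binding mainly downstream of the TSS. Within 500 bp downstream of the TSS, an AW Box was found in 856 of 1392 up-regulated nuclear genes (61.5%) and in 5381 of 13237 other tested genes (40.7%). The odds ratio was 2.33 (95% interval 2.08 to 2.61, Fisher's exact p = 5.7e-50, adjusted over 3 motif tests 1.71e-49). Restricting to 513 genes with an adjusted p under 0.01 and a log2 fold change over 2 gave a share of 67.6% and, among the alternatives, moved the odds ratio most, to 2.92. Within bins of equal GC content it was 2.31 (2.05 to 2.60). Upstream of the TSS, an AW Box was found in 22.7% of up-regulated and 19.1% of other genes (odds ratio 1.25, 1.09 to 1.42, Fisher's exact p = 0.00151). The CNC Box was found downstream of the TSS in 56.2% of up-regulated and 51.2% of other genes (odds ratio 1.23, 1.098 to 1.37, Fisher's exact p = 0.00034, adjusted 0.00051). Within bins of equal GC content, the CNC Box odds ratio was 1.13 (0.998 to 1.27) with a Mantel-Haenszel p of 0.0554, so that difference did not hold once GC content was matched.

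The share of genes with a downstream AW Box rose with the fold change. It was 39.97% among genes between -0.5 and 0.5 (10248 genes), 52.95% between 0.5 and 1 (1524 genes), 57.3% between 1 and 2 (898 genes), 66.1% between 2 and 4 (354 genes) and 71.1% from 4 to 13 (159 genes; 95% Wilson interval 63.6 to 77.6). It was 32.9% between -1 and -0.5 (1218 genes) and 31.1% between -3 and -1 (228 genes; 25.5 to 37.4).

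**Figure D4:**
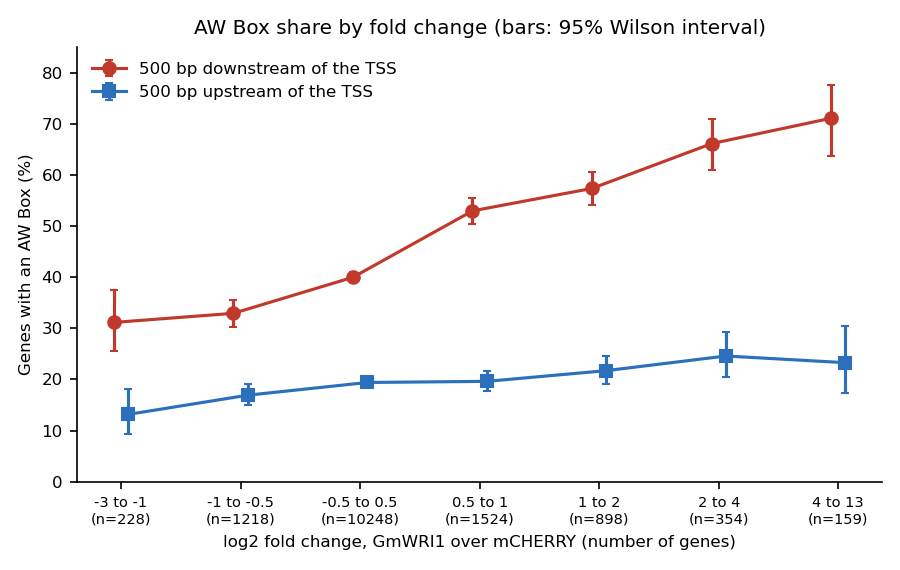
Percentage of nuclear genes with an AW Box within 500 bp downstream (red circles) or upstream (blue squares) of the TSS, in bins of log2 fold change, with 95% Wilson intervals as bars. The downstream share goes from 31.1% in the lowest bin to 71.1% in the highest, and the upstream share from 13.2% to 23.3%.

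Among the genes followed individually, AW Boxes lay mostly in transcribed sequence near the start. BCCP2 had CTTCGTAAGCATCG in its 5′ UTR (chromosome 5, 5038819 to 5038832, plus strand) and CCTCGGTTTCATCG, also in the 5′ UTR (5038926 to 5038939, plus strand). CAC2 had CCTCGTGATTATCG in its 5′ UTR (chromosome 5, 13584232 to 13584245, minus strand). ACP3 had CTTTGTCTTCTCCG in its 5′ UTR (chromosome 1, 20402963 to 20402976, minus strand). ACP4, which stayed under the fold limit, had CTTTGTTGAAGACG in a coding exon (chromosome 4, 12870438 to 12870451, minus strand). EMB3003 had 3 sites within its 5′ UTR, ACP1 had CTTTGTACACTCCG 6 bp into its 5′ UTR, and LTA2 had 1 site in its 5′ UTR and 2 in a coding exon. In ACP5 both sites were upstream of the TSS, CTTCGTCGCCGGCG (chromosome 5, 9570862 to 9570875, minus strand) and CCTTGAACAATCCG (9571147 to 9571160, plus strand). No AW Box was found within 500 bp of the TSS of ST2A. Of the 5 largest falls, 4 also had an AW Box downstream of the TSS, JAZ8 among them (CGTTGTAAAACTCG, 5′ UTR, chromosome 1, 10596396 to 10596409, plus strand), so the motif alone did not sort these genes by direction.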

Values the study reported

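The study reported 1,490 genes up-regulated past its fold limit in leaf protoplasts given 35S:GmWRI1 relative to 35S:mCHERRY. It reported 1,213 genes down-regulated in atwri1-1 embryos, and 401 genes common to both sets, which it called directly regulated by AtWRI1. Among those directly regulated genes, the study found AW Boxes downstream of the TSS in 70.3% and CNC Boxes in 59.6%, against 41% and 48.9% in random matched genes. Upstream of the TSS it gave 33.2% for the AW Box against 18.5% in background regions.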

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

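Genes outside the tested set were examined after the main result was seen, and the thinning test was fixed before its outcome was known. Of 6909 transcripts that had reads but did not pass the expression filter, 161 had more than 3 counts in every GmWRI1 library and at most 3 in every mCHERRY library. The reverse held for 17. This is a signal in transcripts that the comparison of groups did not use, above the level in the control libraries. LEC1 is 1 of the 161, and 23 are on the atwri1 down list. In a fit with no filter, 109 of the 161 were up-regulated and 9 of the 17 were down-regulated, and 43 of the 161 are in the authors' normalized table.

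The filter asks for a minimum count in the libraries of a group and so explains why these genes were not tested, but not why the groups differ. GmWRI1 libraries were deeper on the whole, with 55.9% of all gene counts. After every library was thinned to the smallest total of 4155836 counts, 113 genes met the criterion on the GmWRI1 side and 43 on the mCHERRY side (two-sided exact binomial p = 1.93e-08 against equal numbers). This argues against depth as the whole cause, though the ratio between the sides was smaller than before thinning. Reads from another RNA source in the GmWRI1 libraries and reads shared with a strongly up-regulated paralog were not tested for these genes and stay open. A response of weakly expressed genes to GmWRI1 is a candidate explanation, as a hypothesis, and all of these genes have few counts.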

How the results depend on the processing

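Of 17 results that answer a comparison, 201 alternative values were computed, and 194 kept their direction and their side of the threshold, or for counts stayed within 1.5 times. Of the other 7, 1 was weaker, 4 were reversed and 2 moved. Camera with the estimated correlation is not in this tally, and under it 4 lists lost their call, as given below. Organelle shares with one library left out had no p-value. Alternatives for the organelle share were counted as kept when their difference lay within the pooled SD of the groups from the main difference. The alternatives were also run for 18 single genes, those fixed by the naming rule without LEC1. For these, 215 of 216 values kept direction and side of the threshold and 1 was stronger, the value for WRI1 given in the report.

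The counts that moved were those without the fold limit, 3017 up-regulated and 2150 down-regulated genes, which follows from dropping that limit. Under the other alternatives the up-regulated count ranged from 1258 to 1671. It was 1308 with DESeq2 and 1465 with library size alone, and 1258 was the lowest of the 6 fits that each left out one library. The down-regulated count ranged from 157 (adjusted p under 0.01) to 276, and from 188 to 276 across the fits that left out one library. Across the fits that kept the fold limit and the adjusted p limit of 0.05, up-regulated genes made up 84.3% to 88.6% of calls. At an adjusted p under 0.01 there were 1282 up-regulated and 157 down-regulated genes. With the authors' gene set and scaling, chosen after the data were examined, 1473 genes were up-regulated and 235 down-regulated, and with the exact test added 1492 and 242. DESeq2 shared 1306 of its up-regulated genes with the 1393, and library size alone shared 1393.

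The seed regulators list reversed in 4 fits that left out one library. Across those 6 fits its median ranged from -0.16 to 1.78, with values of 0.29, 1.18, 1.78 and 0.48 in the 4. These fits tested 2 or 3 listed genes in place of 1, because the filter let more genes through with smaller groups, so the sign rests on which genes were counted. The CNC Box odds ratio was weaker at 1.13 within GC bins (Mantel-Haenszel p of 0.0554 over 1392 and 13237 genes). That alternative differs only in matching on GC content.

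Replicate numbers are shared by the groups. Deviations from the group means correlated at 0.103, -0.00752 and 0.043 between libraries of the same number. Between groups, libraries of different numbers gave -0.0739 to 0.0274, so at most a weak pairing by number was seen. With the replicate block, 1390 genes were up-regulated and 220 down-regulated. Without the fold limit, 5421 genes passed the adjusted p-value with the block and 5167 without it. The calls of the lists and of the 18 genes fixed by the naming rule, LEC1 left out, were on the same side of their thresholds.

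Every one of the FA synthesis, TAG assembly, plastid glycolysis, light harvesting, heat shock, atwri1 down and atwri1 up lists kept its direction, and with the preset correlation of 0.01 its camera call, under the other scalings, the other filter, the replicate block, the removal of organelle genes and each library left out. With the estimated correlation the calls of TAG assembly, light harvesting, heat shock and atwri1 up were lost, at adjusted p-values of 0.0584, 0.0599, 0.224 and 0.0599. The widest relative range was that of heat shock, from -1.08 to -0.69. The difference in organelle share ranged from -0.684 to -0.37, with no exact permutation p that could pass 0.05. Depth limits the weakly expressed genes most. Of 10 seed regulators, 9 did not pass the expression filter. With the filter of at least 1 CPM in at least 3 libraries, 4 were tested and their median was -0.00133 (camera adjusted p = 0.943). LEC1 rests on 48 counts in all.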

Other observations

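The tests of library scaling, of LEC1 against depth and of WRI1 reads were chosen after the result was seen. The others were fixed before their outcome was known, but on patterns noticed in these data. All possible splits of the 6 libraries into 3 and 3 were refitted. Only 1 of the 10 splits, the real one, gave as many up-regulated genes, as many down-regulated genes or as many genes past the adjusted p-value, and 0 genes passed in the others. The same count of 1 of 10 held for the list medians, the overlap with the atwri1 down list and the FAT gene difference, except that 2 of the 10 splits gave a seed regulators median as large. With 10 splits the share cannot go below 0.1, so these counts cannot exclude an arbitrary grouping by themselves.

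Up-regulated genes outnumbered down-regulated genes, and this may be technical. Without the fold limit the balance was more even, with 3017 genes higher and 2150 lower. Under 3 other scalings the lowest share of up-regulated calls was 86.3%, but these scalings moved the median of all genes by at most 0.04 in log2, so they hardly test the point. A common shift of 0.39 in all log2 fold changes would leave as many tested genes under -1 as over 1. A shift of 1.75 would be needed for the limits of -3 and 3, but it rests on fitted values, which are not bounds for genes at the floor. Scaling and a gain of transcripts cannot be told apart for the limit of 1, since total RNA per cell was not measured. A trend in GC content and length explained 0.64% of the variance of fold changes, and after it was subtracted 96.4% of up-regulated genes (1342 of 1392) were past the threshold. This argues against that trend as the whole cause. A gain of transcripts in the GmWRI1 cells stays a hypothesis.

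The atwri1 down list could be higher in GmWRI1 libraries only because it holds the lipid pathway genes. Without the 38 tested genes of the FA synthesis, TAG assembly and plastid glycolysis lists, the remaining 894 genes had a median log2 fold change of 0.76 and 348 were up-regulated. The highest median among 10000 random lists matched on mean expression was 0.03. Pathway membership alone therefore does not account for the shift. Photosynthesis genes are part of that remainder. A list of 30 photosystem and related genes was written after the first fit and also held RBCS genes and RCA. It had a median of 1.11, with 28 of 28 tested genes higher and 15 up-regulated (camera adjusted p = 8.87e-15). RBCS1A, RBCS3B and RCA were among the 15, and RBCS counts are uncertain. Of the 28 tested genes, 22 are on the atwri1 down list.

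Heat shock genes were lower and light harvesting genes higher in GmWRI1 libraries, and a milder stress of those cells could produce both. An oxidative and wound stress list had a median of -0.28, with 10 of 11 tested genes lower (camera adjusted p = 0.00487), GSTU25 and AT2G21640 down-regulated and WRKY53 up-regulated. A jasmonate list had a median of -0.15 (camera adjusted p = 0.356), with LOX2 and CYP94C1 up-regulated and 0 of 22 tested genes down-regulated. JAZ8 and TPS04 were left off that list because their values had already been seen, and both were down-regulated, with log2 fold changes of -2.30 and -1.10 (edgeR adjusted p of 6.87e-10 and 6.45e-09). The count of 0 therefore leaves these falls out, and the listed genes went both ways. ST2A, at least 253-fold higher in GmWRI1 libraries, was not on the jasmonate list either. The median of the oxidative list exceeded that of heat shock by 0.60 (two-sided permutation p = 0.106). The falls in both stress lists go with a difference in stress, and the jasmonate list decides nothing. Such a difference cannot be told apart from an effect of GmWRI1 because each library is one transfection of one construct.

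LEC1 counts in GmWRI1 libraries may reflect depth. Those libraries held 95.8% of the 48 LEC1 counts (95% exact interval 85.7 to 99.5) and 55.9% of all gene counts, which argues against depth as the whole cause. Reads of the GmWRI1-A transgene could have been counted on the endogenous WRI1 gene. Its log2 fold change was -0.997 and no rise was seen, but with 1 to 22 counts per library the spread is too wide to exclude a small contribution, and this cannot be told apart from a fall of the endogenous gene.

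The downstream AW Box enrichment could follow from base composition. Within 20 bins of GC content the odds ratio was 2.31, close to the unmatched value. Of 29 motifs with the same fixed bases and spacing in another order, the highest odds ratio was 1.26, the median was 1.03 and 0 reached the AW Box. Both tests argue against composition as the whole cause. In the other direction, 66 of 211 down-regulated nuclear genes (31.3%) had a downstream AW Box, against 40.8% of 13026 genes that were not called (odds ratio 0.66, Fisher's exact p = 0.00574). Within GC bins that odds ratio was 0.746 with a 95% interval of 0.552 to 1.01, so a lower GC content of down-regulated genes (38.7% against 39.8%) cannot be told apart from a true deficit with 211 genes.

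Up-regulated genes lay next to each other more often than chance. Of 14624 adjacent pairs of tested genes, 172 had both genes up-regulated, against a mean of 132.4 over 100000 permutations of the calls (one-sided permutation p = 0.00014). Reads of a gene counted on its overlapping neighbour could cause this, although reads matching both primary transcripts equally well would be discarded. Among pairs with any up-regulated gene, both were up-regulated in 6.64% of 2350 pairs that do not overlap and in 6.13% of 261 that do (Fisher's exact odds ratio 0.918, p = 0.895). The excess was therefore not concentrated in overlapping pairs. Tandem copies of one gene, which could share both regulation and reads, were not separated and stay open.

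The BADC genes encode proteins that resemble the biotin carrier of acetyl-CoA carboxylase, lack the biotin and are known to restrain the enzyme. They were chosen after BADC2 had been seen. All 3 were up-regulated along with the enzyme, BADC1 (AT3G56130) by 1.48, BADC2 (AT1G52670) by 5.61 and BADC3 (AT3G15690) by 3.11 in log2 fold change (edgeR adjusted p of 0.00291, 8.36e-18 and 2.1e-14). All 3 are also on the atwri1 down list. No explanation was tested.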
